A study of Drosophila melanogaster with 6 samples.

How the data were processed

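RNA from Drosophila melanogaster ovaries was sequenced in 6 samples, 3 in which Sam-S was overexpressed in the germline and 3 controls. Sam-S encodes S-adenosylmethionine synthetase, the enzyme that makes S-adenosylmethionine, the methyl donor of most cellular methylation reactions. The overexpression used the Gal4/UAS system: the nanos-gal4 driver is active in germline cells and switches on a transgene placed under UASp, a promoter built for germline use. Per the labels, the control flies carried the same driver crossed to flies with the empty docking site. Per the labels' protocols, RNA was extracted with Trizol and stranded libraries were made from polyA RNA with a TruSeq kit.

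The authors deposited 1 table of 17457 features, of which 17399 were FlyBase genes and 58 were single transposable element insertions. Per the file headers, the values per sample were TPM (a transcript abundance scaled to the same total in every sample) computed by the authors, rounded to 2 decimals, with 1 column per sample and no pooling. The aligner, the counting method, the genome build and the annotation were not stated. The values of each sample summed to between 999999.74 and 1000000.24, as TPM does. TPM keeps no trace of sequencing depth, so the depth per sample is unknown and no interval or detection floor was computed. The deposited table also held the authors' own comparison of the groups, as a log2 fold change, a mean log2 CPM, a p-value and an FDR, per the file headers. The tool behind that comparison was not stated. The deposited FDR equalled a Benjamini-Hochberg adjustment of the deposited p-values over all features to within 1.6e-14.

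Groups were taken from the sample labels, and each value column was matched to a sample by its name in the labels; 0 value columns were left without a sample. The labels number the replicates 1 to 3 in each group and give a batch number equal to the replicate number, so that each batch held 1 control and 1 overexpression sample of different flies. Gene symbols, identifiers and coordinates are those of the deposited table. They were compared with the Ensembl annotation of the BDGP6.54 assembly (Release 6): 17257 gene identifiers matched, and 17125 of these had the same chromosome, start and end. Gene types and transcript lengths came from that annotation.

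Values were tested on the log2(TPM + 1) scale with limma 3.58.1 in R 4.3.3, using lmFit and eBayes with a mean-variance trend, 1 term for the group and all 6 samples. A fold change on this scale understates the change of low genes. Features with a mean TPM of at least 1 over the 6 samples were tested, which left 7855. Two-sided p-values were adjusted by Benjamini-Hochberg, and features with an adjusted p under 0.05 are called changed. A count test was not used because the values are not counts. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1 was used for the other steps, and matplotlib 3.10.9 for the plots.

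The 5 gene sets were fixed before the data were examined. They were SAM metabolism without Sam-S itself, methyltransferases, the piRNA pathway, ribosomal proteins and eggshell genes. The set called eggshell held chorion, vitelline membrane and yolk protein genes, so it is not made of eggshell parts alone. The 5 sets were tested with limma's camera at an inter-gene correlation of 0.01, adjusted over the 5 sets. The share of TPM held by each set was also compared between groups with a two-sided exact permutation test, which cannot go below 0.1 with 3 samples against 3. Genes to be named were chosen by a rule also fixed before the data were examined. The rule took Sam-S, the eye-colour gene w that many transgenes carry as a marker, and the 5 largest positive and 5 largest negative log2 fold changes among changed genes that moved the same way in all 3 batches. Sam-S was itself among the 5 positive ones. Any other gene named is said to be chosen after its values were seen.

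The test was checked on simulated data for the 7855 features with the spread of the real samples and 200 features changed by a known amount. It recovered 83% of features changed by 0.5, 95% of those changed by 1 and 99% of those changed by 2 on the log2 scale. False calls made up 5.14%, 4.52% and 3.88% of all calls. The simulated errors were normal and independent between genes, which real errors need not be. Adjusted p also depends on how many features change. In the real data 22 passed, fewer than the 200 simulated, so real changes of the same size can be missed more often.

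The alternatives fixed before the data were examined were a pseudocount of 0.1, no filter on low values, a mean TPM of at least 5, scaling by a trimmed mean of log ratios, quantile normalization, the batch number as a block, eBayes without the trend, and leaving out each sample in turn. For the gene sets, the median log2 fold change was also placed among 10000 random lists matched on mean expression. The trimmed mean was computed without weights, trimming 30% of log ratios and 5% of abundances at each end, because weights need counts. One alternative was added after seeing the data, in which features that shared all 6 values with another feature were counted once. There were 108 such features, in 47 sets, among those with a mean TPM of at least 1.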

Results

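Ovary transcript levels were measured by polyA RNA-seq in 3 control samples and 3 samples with Sam-S overexpressed in the germline. The study's single comparison asks which ovarian transcripts differ when the germline overexpresses Sam-S. Between 7786 and 7911 features had a TPM of at least 1 in each sample, and the 10 most abundant features held between 6.41% and 7.34% of all TPM. The sequencing depth is unknown, since TPM does not keep it. Across genes, Pearson's r of log2(TPM + 1) lay between 0.987 and 0.993 for pairs of samples within a group and between 0.984 and 0.991 for pairs from different groups. Genes are not independent replicates, so these r values describe the libraries only. At most 0.382% of tested features had the same value in any pair of samples, so no pair of samples looked like a single library deposited under both labels.

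Sam-S (FBgn0005278, chromosome 2L, 106903 to 114432, plus strand) was measured first because it checks the labels. Its level was 497.5 ± 14.5 TPM (SD, n = 3) in controls and 1518 ± 67.5 TPM (SD, n = 3) with the transgene, 3.05-fold higher. The log2 fold change was 1.61 with a standard error of 0.05 (limma, adjusted p = 2.79e-06). Within batches 1, 2 and 3 the log2 difference was 1.66, 1.49 and 1.67. Across the 14 alternatives it stayed between 1.58 and 1.64. The values do not separate transcripts of the endogenous gene from those of the transgene. The gene w (FBgn0003996, X, 2790599 to 2796466, minus strand) was at 82.0 ± 4.42 TPM (SD, n = 3) in controls and 82.6 ± 1.52 TPM (SD, n = 3) with Sam-S overexpression, a difference smaller than the spread between replicates (limma, adjusted p = 0.993).

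Of the 7855 features tested, 22 changed, 14 higher and 8 lower with Sam-S overexpression, and 10 of these changed at least 2-fold on the log2(TPM + 1) scale, 7 higher and 3 lower. That scale understates low genes, and swaPsi, at 46.8% of its control mean TPM, is not among the 10. All 22 moved in the same direction in each of the 3 batches. Their control and overexpression values did not overlap, so any pairing of the samples would give that result. The smallest absolute log2 fold change among the 22 was 0.39. The setting that moved the count most was leaving out control replicate 1, which gave 11 changed features, 10 of them shared with the 22. At an unadjusted p under 0.05 there were 517 features, where 392.8 would be expected by chance. Groupings of the samples that mix controls with overexpression gave from 117 to 1102 such features, so the excess over 392.8 does not single out the real groups. In 931 features, 11.9% of those tested, the 3 control values did not overlap the 3 overexpression values, and chance gives 10%. The median log2 fold change of all tested features was -0.01.

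**Figure D1:**
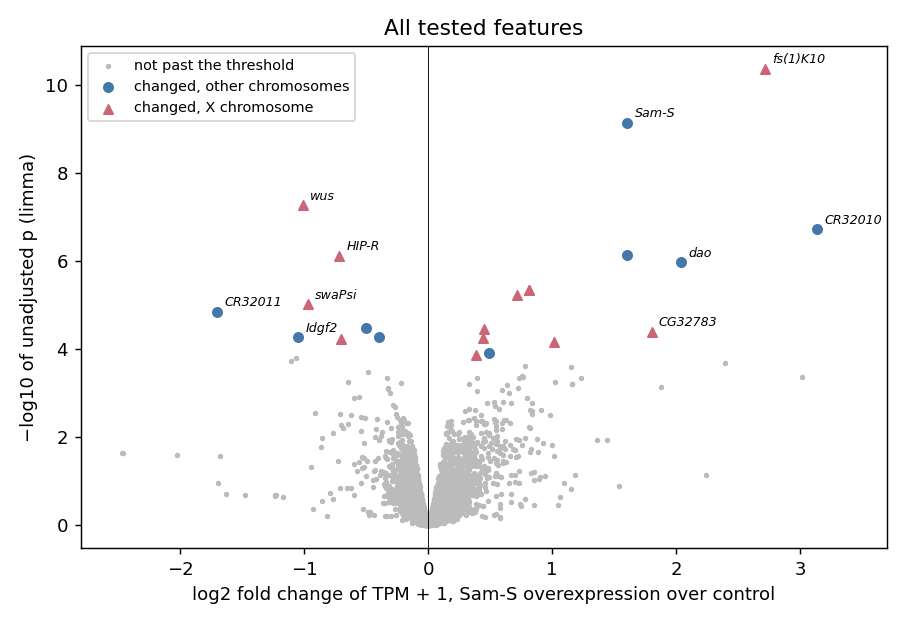
Each point is 1 of the 7855 tested features, with the log2 fold change of TPM + 1 (Sam-S overexpression over control) on the x axis and -log10 of the unadjusted limma p on the y axis. The 22 changed features are drawn larger, with triangles for the 13 on the X chromosome and circles for the 9 elsewhere; a pair of features with identical values falls on 1 point.

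After Sam-S, the higher genes chosen by the rule were CR32010, fs(1)K10, dao and CG32783. The gene fs(1)K10 (FBgn0000810, X, 2242138 to 2246041, plus strand) rose from 62.5 ± 1.04 TPM (SD, n = 3) to 416.7 ± 30.2 TPM (SD, n = 3), 6.66-fold, with a log2 fold change of 2.71 (SE 0.06, limma adjusted p = 3.34e-07). The table does not show which part of fs(1)K10 the reads came from. The pseudogene CR32010 (FBgn0052010, chromosome 4, 12640 to 25054, minus strand) was at 0.15 ± 0.26 TPM (SD, n = 3) in controls, where it was listed at 0 in 2 samples, and at 8.98 ± 0.85 TPM (SD, n = 3) with overexpression. Its log2 fold change was 3.14 (limma, adjusted p = 0.000365). The gene dao (FBgn0028862, 2L, 15248879 to 15254715, plus strand) went from 0.43 ± 0.11 TPM (SD, n = 3) to 4.88 ± 0.35 TPM (SD, n = 3), a log2 fold change of 2.04 (limma, adjusted p = 0.00119). CG32783 (FBgn0052783, X, 3945043 to 3948460, plus strand) went from 0.083 ± 0.14 TPM (SD, n = 3) to 2.81 ± 0.80 TPM (SD, n = 3), with a log2 fold change of 1.80 (limma, adjusted p = 0.0208). It was no longer past the threshold with a pseudocount of 0.1, where the adjusted p was 0.0552. Adjusted p ranged from 0.0189 to 0.131 over the 13 alternatives in which CG32783 was tested.

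The lower genes chosen by the rule were CR32011, Idgf2, wus, swaPsi and HIP-R. The pseudogene CR32011 (FBgn0052011, chromosome 4, 5829 to 11765, minus strand) fell from 13.9 ± 1.11 TPM (SD, n = 3) to 3.68 ± 1.27 TPM (SD, n = 3), a log2 fold change of -1.70 (limma, adjusted p = 0.00908). With no filter on low values the adjusted p of CR32011 was 0.0684, in a range from 0.00197 to 0.0830 over the 14 alternatives. Idgf2 (FBgn0020415, 2L, 16447330 to 16450508, plus strand) fell from 38.8 ± 4.47 TPM (SD, n = 3) to 18.4 ± 3.54 TPM (SD, n = 3), a log2 fold change of -1.05 (limma, adjusted p = 0.0237). For Idgf2 the adjusted p was 0.130 with no filter on low values and 0.0802 without the trend, in a range from 0.00597 to 0.135 over the 14 alternatives. The gene wus (FBgn0030805, X, 16938244 to 16940873, minus strand) fell from 71.4 ± 0.89 TPM (SD, n = 3) to 34.9 ± 1.04 TPM (SD, n = 3), a log2 fold change of -1.01 (limma, adjusted p = 0.000138). The pseudogene swaPsi (FBgn0016974, X, 6361496 to 6363310, minus strand) fell from 11.3 ± 0.67 TPM (SD, n = 3) to 5.29 ± 0.22 TPM (SD, n = 3), and its adjusted p in limma was 0.00681. For swaPsi the adjusted p was 0.0590 with no filter on low values, in a range from 0.00287 to 0.0830 over the 14 alternatives. HIP-R (FBgn0029676, X, 3789969 to 3792477, plus strand) fell from 277.5 ± 9.86 TPM (SD, n = 3) to 168.8 ± 8.56 TPM (SD, n = 3), a log2 fold change of -0.71 (limma, adjusted p = 0.000989). CR32010, CR32011, swaPsi, HIP-R and CG32783 are pseudogenes or members of gene pairs. How the authors assigned reads that fit several genes is not stated, so the levels of these genes are uncertain.

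**Figure D2:**
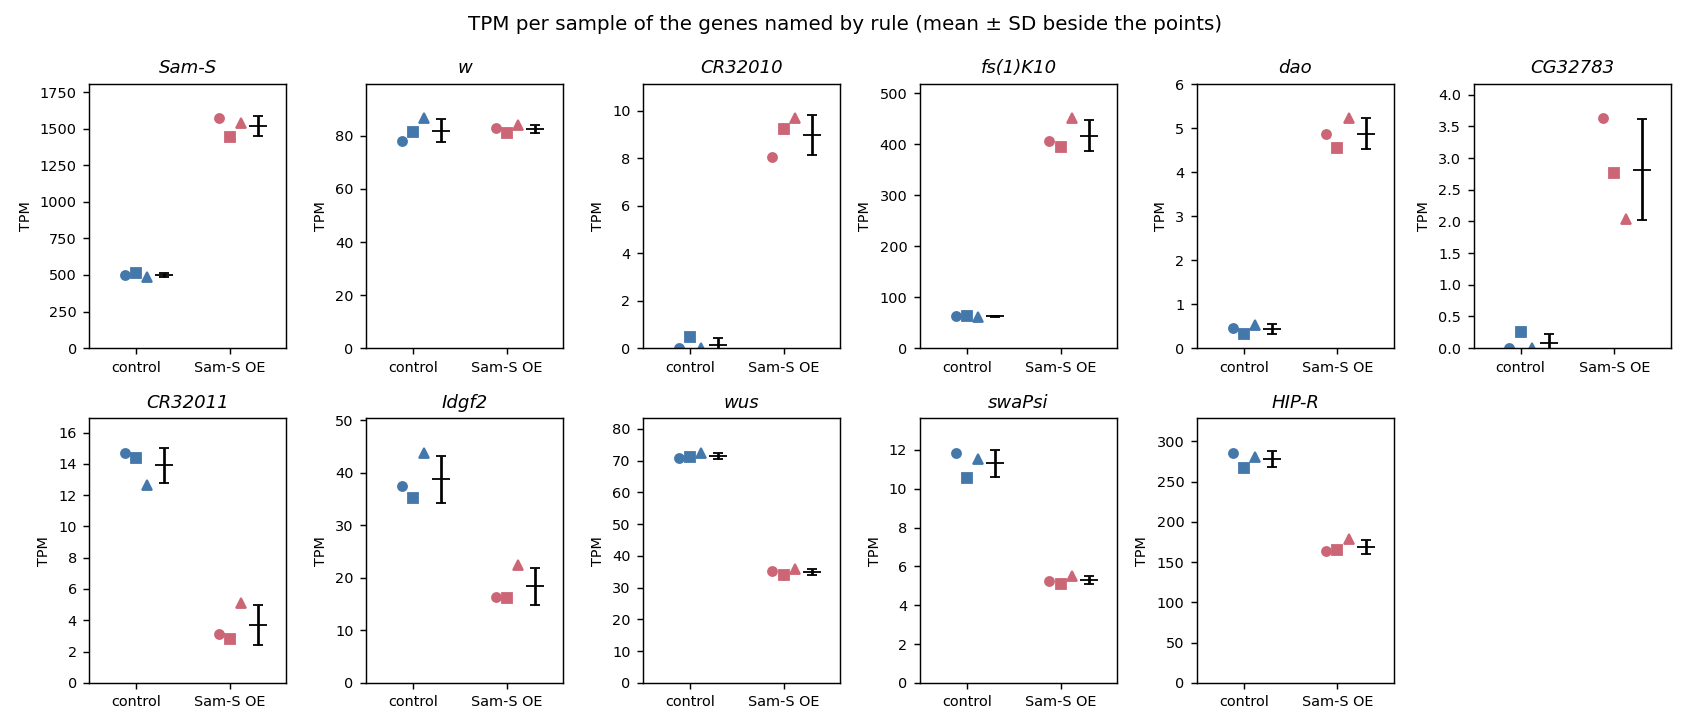
TPM of each gene named by the rule in the 3 control samples (blue) and the 3 samples with Sam-S overexpression (red), with circle, square and triangle for replicates 1, 2 and 3 and the mean ± SD beside the points; each y axis starts at 0. The groups do not overlap for any gene shown except w, which was at 82.0 TPM in controls and 82.6 TPM with overexpression.

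Chromosome X held 13 of the 22 changed features (59.1%) and 1412 of the 7855 tested (17.98%). Of the 13, 9 were higher and 4 were lower. Chromosome 4 had 2 changed features of only 71 tested, a higher rate than X, and 2L had 5 of 1384. Merging features with identical values among the 22, without a new fit, left 21 changed features, 12 of them on X, and a two-sided Fisher's exact test of X against other chromosomes gave p = 6.7e-05. That test treats genes as independent. It also counts fs(1)K10 and HIP-R, for which explanations other than an effect on X are weighed below. A new fit on the merged features gave 20 changed features, 11 of them on X. GSS and CG32495, which were chosen after their values were seen, are neighbours on X with the same 6 values (16.9 ± 0.28 TPM in controls and 30.6 ± 2.26 TPM with overexpression, SD, n = 3), so they count as 1 measurement.

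The gene sets fixed before the data were examined asked whether genes that work with S-adenosylmethionine, and sets that mark germline, growth or egg chamber stage, shifted together. Ribosomal proteins were higher (86 genes, camera adjusted p = 5.92e-13), with a median log2 fold change of 0.07. Among them 84 were higher and 2 lower. Camera also gave this set small p-values in groupings of the samples that mix controls with overexpression, down to 9.65e-41, so that p does not single out the real groups. The set held 24.1% ± 1.30 of TPM (SD, n = 3) in controls and 25.2% ± 0.89 (SD, n = 3) with overexpression, and the two-sided exact permutation test of the shares gave p = 0.3 (adjusted 0.7). SAM metabolism (18 genes) had a camera adjusted p of 0.154, the 28 methyltransferases 0.590, the 30 piRNA pathway genes 0.103 and the 23 eggshell genes 0.154. Their median log2 fold changes were 0.01, -0.02, 0.03 and -0.10. The exact permutation tests of their TPM shares gave p from 0.4 to 0.7, each adjusted to 0.7, and the design allows none below 0.1. No gene of any set passed an adjusted p of 0.05, over all features or over its own set. At an unadjusted p under 0.05 there were 1 in SAM metabolism, 0 in methyltransferases, 2 in the piRNA pathway, 1 in ribosomal proteins and 3 in eggshell. The eggshell set, yolk protein genes included, held 4.62% ± 0.46 of TPM (SD, n = 3) in controls and 4.38% ± 1.07 (SD, n = 3) with overexpression.

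**Figure D3:**
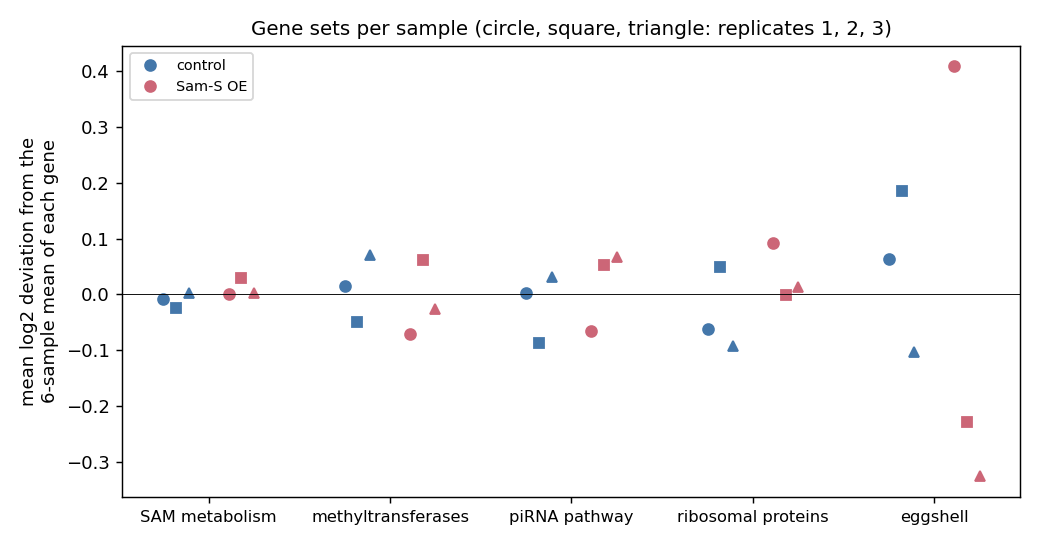
Mean deviation of the genes of each set from their own mean over the 6 samples, in log2 units, for each control (blue) and Sam-S overexpression (red) sample; circle, square and triangle are replicates 1, 2 and 3. The groups overlap in every set, and the eggshell set spread most, from 0.41 in overexpression replicate 1 to -0.33 in replicate 3.

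Of the 58 transposable element rows, 16 were at 0 in all samples and 5 passed the filter, 3 of HeT-A and 2 of Idefix. Adjusted over all features, 0 of the 5 changed, while 2 had an unadjusted p under 0.05. Adjusted over the 5 rows alone, both of these passed, each with an adjusted p of 0.0404 in limma. The Idefix row on 2L (22355883 to 22356416) was at 2.09 ± 1.05 TPM (SD, n = 3) in controls and 0.63 ± 0.11 TPM (SD, n = 3) with overexpression. The HeT-A row on X (107843 to 109755) was at 2.57 ± 1.08 TPM (SD, n = 3) and 0.92 ± 0.22 TPM (SD, n = 3). In the authors' deposited table this HeT-A row was called, with a log2 fold change of -1.46 and an FDR of 0.00356. Summed over its 10 rows, HeT-A was at 13.01 ± 8.16 TPM (SD, n = 3) in controls and 6.47 ± 1.18 TPM (SD, n = 3) with overexpression, and an exact two-sided permutation test gave p = 0.4. The same exact test gave p = 0.3 for Idefix, which was lower, p = 0.4 for gypsy10, which was higher, and p = 0.1, the smallest possible, for blood. The summed level of blood went from 0.13 ± 0.12 TPM (SD, n = 3) to 0.47 ± 0.24 TPM (SD, n = 3). Adjusted over the 4 families each p became 0.4. Such rows are near-identical copies, so the level of a single row is uncertain.

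In the authors' deposited table, 122 features had an FDR under 0.05, 79 higher and 43 lower. All 22 features changed here were among the 122 of the authors' deposited table. Of the 97 of them that were tested here, 75 did not pass, although 72 of those had an unadjusted p under 0.05 and all 75 moved in the same direction. Both comparisons used the same 6 samples, so the shared directions and small p-values are not independent support for these 75 calls. The other 25 calls of the authors' deposited table had a mean TPM under 1. The log2 fold change of Sam-S in the authors' deposited table was 1.61, and that of fs(1)K10 was 2.74. Among the 6918 features with a mean TPM of at least 5, the log2 ratio of mean TPM differed by more than 0.5 from the fold change in the authors' deposited table for 2. These were l(3)neo38 and snoRNA:Me28S-G1083a, both chosen after their values were seen. For l(3)neo38 the log2 ratio was 1.76 from TPM and 0.89 in the authors' deposited table.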

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

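No test in this part was chosen after its result was seen, except the setting that counted features with identical values once.

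Sam-S, fs(1)K10, wus, HIP-R, and HIP, GSS and l(3)neo38, the last 3 chosen after their values were seen, were the 7 genes changed in all 15 fits. All 15 fits use the same TPM values, so none tests how those values were computed. For l(3)neo38 the log2 ratio was 1.76 from TPM and 0.89 in the authors' deposited table. CR32010, dao and CG32495 changed in each of the 14 fits that included them. The count of changed genes was 13 with no filter on low values (12 shared with the 22), and 3 of them were lower. Without the trend 9 genes were higher. Across the 6 fits that each left out a sample, the count of changed genes ran from 11 to 28, with 10 to 20 shared with the 22, those higher from 8 to 18, those lower from 2 to 10, and those on X from 6 to 15. Counting features with identical values once in a new fit gave 20. The count of genes changed at least 2-fold stayed within 1.5 times the 10 under every setting. The cause of these shifts was not tested.

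With the batch number as a block, the replicate block fit gave 16 changed genes, 15 of them shared, with 5 lower, and the eggshell set had an adjusted p of 0.0172. Deviations of same-numbered samples had a mean correlation of 0.03 (-0.06, -0.06 and 0.21 for numbers 1, 2 and 3), against -0.02 for other-numbered samples, and the samples are different flies.

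The piRNA pathway had an adjusted p of 0.0217 under quantile normalization. Across the fits that left out a sample, adjusted p ran from 0.00205 to 0.465 for the piRNA pathway, from 4.49e-20 to 0.657 for eggshell, whose direction in camera reversed in 3 of the 6, and from 0.269 to 0.958 for methyltransferases, which reversed in 2. Among matched random lists the medians lay at the 0 percentile for eggshell, 99.94 for the piRNA pathway, 96.05 for SAM metabolism, 100 for ribosomal proteins and 54.55 for methyltransferases. Random lists treat genes as independent, so genes that vary together can reach 0 or 100 without an effect of the groups. In groupings that mix controls with overexpression, the unadjusted camera p of the eggshell set went down to 1.62e-30. The methyltransferase percentile is near the middle of the lists and shows no clear direction, while the median itself, -0.02, had the sign camera gave. Ribosomal proteins stayed higher, with a median log2 fold change from 0.03 to 0.12. The log2 fold change of w ran from -0.0238 to 0.0523 over the fits that left out a sample. The cause was not tested.

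Of the other genes named, 5 results under other settings were weaker and 1 was stronger, and 11 were weaker when a sample was left out; 0 reversed. Transposable element rows gave 0 changed under every setting. The alternative count test was not run, because the values are not counts. Without the depth, the noise of low genes such as CG32783 cannot be set against counting error.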

Other observations

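All tests in this part were chosen or written only after the result they bear on was seen.

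With 3 samples against 3 there are 10 splits, 4 of which part all 3 same-numbered pairs. Of these 4, only the real split, 1 of 4, gave as many as 22 changed genes, and 1 of 4 gave as many as 10 changed at least 2-fold. The 3 others gave from 0 to 1 changed gene, although they had from 220 to 917 genes at an unadjusted p under 0.05. The other 6 splits part 1 pair and gave from 0 to 2 changed genes, with from 117 to 1102 at an unadjusted p under 0.05. For the transposable element rows all 4 gave at least the real count, which is fixed in advance because that count was 0, so it tests nothing. A gene set p as small as the real one came from 1 of 4 for SAM metabolism, 3 of 4 for methyltransferases, 2 of 4 for the piRNA pathway, 2 of 4 for ribosomal proteins and 3 of 4 for eggshell. So few splits cannot bring a share under 0.05, so apart from the transposable element rows, which were not tested by it, none of these results can be told apart from a difference between arbitrary groups of these samples by this count alone.

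The rise of fs(1)K10 may come from the transgene itself, because UASp vectors commonly carry the fs(1)K10 3′ UTR, whose reads would be counted as fs(1)K10. If so, transcript lengths set an upper limit on the TPM gained by fs(1)K10 for each TPM gained by Sam-S. The ratio of the gains was 0.347 (354.2 TPM over 1021 TPM), under the 0.943 that a transcript with the Sam-S coding sequence (1224 bp) and the whole annotated 3′ UTR (1489 bp) would give. That bound is loose. The alternative of a change across the region was weighed with the 15 tested genes within 50 kb. Their largest absolute log2 fold change was 0.305 and 0 passed, with a smallest adjusted p of 0.781. Reads from the transgene remain as a candidate explanation, and the table cannot tell it from a rise of the endogenous gene, because read positions are not analysed here.

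The excess of X genes among the changed genes was set against 4 explanations. A different scaling or copy number of X would shift all X genes, but the median log2 fold change of X genes exceeded that of autosomal genes by only 0.00622. Expression level was weighed with random lists matched on it, and a share of 0.0002 of 10000 lists held as many as 12 X genes, with a median of 4. A difference in stock background on X could also change X genes that missed the threshold. X held 30.2% of the 493 genes with an unadjusted p under 0.05 that did not pass, and 17.1% of the 7280 others (Fisher's exact test, two-sided, p = 6.31e-12). That p treats genes as independent. The X share at an unadjusted p under 0.05 was 31.3% in the real split, from 14.9% to 24.0% in the 3 others that part all pairs, and from 14.2% to 28.5% in the 6 that do not, so the real split had the highest of the 10. Every other split keeps part of the real contrast, and 10 splits are too few to settle the point. Of the 149 X genes that missed the threshold, 78 were higher and 71 lower. Background differences between the stocks crossed to the driver and a response of X genes to Sam-S cannot be told apart here, since all overexpression samples share their parentage.

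Several changed genes lie beside a gene that moved the other way. Of the 21 changed genes left after merging identical values without a new fit, 10 had a neighbour within 20 kb with an unadjusted p under 0.05 and the opposite direction, against a median of 5 in random lists matched on chromosome, and a share of 0.0225 of those lists held as many. These made 8 pairs, since both genes of HIP-R with HIP and of CR32010 with CR32011 were counted. The share of 0.0225 treats genes as independent, and such double counting can make it too small. In the 3 pairs whose genes each moved by over 0.5, a limit set after the values were seen, the largest absolute log2 ratio of summed TPM was 0.151. The 3 were HIP-R with HIP, CR32011 with CR32010 and CG32783 with CG32786, of which HIP and CG32786 were chosen after their values were seen. The sum of HIP-R and HIP was 411.6 ± 20.6 TPM (SD, n = 3) in controls and 389.7 ± 7.95 TPM (SD, n = 3) with overexpression. In the 5 other pairs that ratio ran from 0.0800 to 1.22. A candidate explanation for the 3 is that sequence or copy-number variants between the stocks move reads from one similar gene to its neighbour. The pairs were selected for opposite movement, which favours steady sums, so this cannot be told apart from separate changes of both genes.

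In the authors' deposited table, 9 of the 122 calls had over 80% of their TPM in 1 library, and for all 9 it was control replicate 3. Examples chosen after their values were seen are CG43090, at 20.6 TPM there and 0 elsewhere, CG42704, at 11.8 TPM, and CG31681, at 4.43 TPM. None had a mean TPM of at least 5, and none was among the 22 features changed here. Of the 9, 2 are histone H1 copies with identical values, His1:CG33855 and His1:CG33858 at 1.85 TPM, for which no explanation was tested. For some of the others, a candidate explanation is RNA from the spermatheca, a sperm storage organ near the ovary. Of the 6 listed spermatheca genes above 0, a list that leaves out the genes already seen, 66.7% had their highest value in control replicate 3, and 4 were above 0 there alone, led by Send1 at 1.74 TPM. The rest went the other way. CG18067 was highest in overexpression replicate 3, at 2.42 TPM against 1.9 TPM in control replicate 3, and Send2 was at 0 in control replicate 3. For the male accessory gland 50% of the 4 listed genes above 0 were highest there, but 1 of these was tied with overexpression replicate 3, and none was above 0 in that library alone. With so few genes at such low levels the spermatheca remains a hypothesis, and both tests concern RNA carried over from other tissue, which is technical. No effect of Sam-S was tested, since the pattern sits in 1 control sample.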
